A study of Homo sapiens with 6 samples. Its data were reported in "TRIB3 promotes MYC-associated lymphoma development through suppression of UBE3B-mediated MYC degradation" (2020).

How the data were processed

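RNA-seq of poly(A)-selected RNA was performed on cells labelled Jurkat, an established human T-cell leukemia line. Cells treated with a control peptide (PCON, labelled control) were compared with cells treated with PCM4 (labelled CM4), in 3 replicates each, numbered in the sample titles. PCM4 is the MYC-derived peptide CM4 joined to a cell-penetrating peptide, and it was made to disturb the binding of TRIB3 to MYC. Libraries were built with a NEBNext Ultra kit and sequenced on an Illumina HiSeq instrument. The peptide dose and the time of treatment for these libraries are not given in the labels and were not used here.

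The deposited files hold 1 FPKM value (fragments scaled by the exon length of the gene and by the total of assigned reads) per Ensembl gene and sample, as computed by the authors, with 1 file per sample and no pooling of replicates. The unit is not written in the labels or the file headers. It was deduced from the values: in single-exon genes whose coordinates equal those of GENCODE release 44, the value multiplied by the gene length was a whole multiple of 1 constant per sample, as the FPKM formula gives. The aligner, the read counter, their versions, the annotation release and any filter were not stated. The gene positions are those of GRCh38 (hg38). Of the 33680 genes listed, 33302 had an identifier in GENCODE release 44 and 19621 had the same coordinates there. FPKM values are shares of a library, so without a spike-in a change of all transcripts in the same direction cannot be seen in them. How the counter treated reads shared between near-identical copies was not stated, and such genes are uncertain. The pseudogene EEF1A1P5, with a mean of 1232 FPKM in PCON, is an example.

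From the steps between values the total of assigned reads behind each sample was recovered, and from it the reads of each gene. The gene length needed for this was that of GENCODE for 3715 of the 12044 tested genes, and for the others the shortest length that made the values of all samples whole, so their reads are less certain. In single-exon genes 100% of the recovered values below 1000 reads were whole in every sample, and the recovered reads summed to between 99.73% and 99.76% of the totals. The totals were 16862276, 16988827 and 17435479 reads for PCON replicates 1 to 3 and 17880667, 16660429 and 16773417 reads for PCM4 replicates 1 to 3. The median reads per tested gene lay between 419 and 523, and 1 FPKM at the median length of a tested gene stood for 71.0 reads. The smallest share that the depth can show, 3 reads of the total, lay between 1.68e-05% and 1.8e-05% of a library. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

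The design written before the data were examined provided for read counts and, in case the files held a normalized unit, for limma. Because the values are FPKM, the latter was used. Genes with at least 1 FPKM in 3 or more samples were tested (12044 genes) on log2(FPKM + 1) with limma 3.58.1 (lmFit and eBayes, trend and robust options off) in R 4.3.3, with the group as the only term and all 6 samples in the fit. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes of low genes. The genes to be named were fixed beforehand: 11 genes of the study (MYC, TRIB3, UBE3B, CDC34, MAX, TFAP4, PLD6, CCNA1, CCND1, CCNE2 and CCNA2), and up to 5 genes in each direction with an adjusted p-value under 0.05, no overlap between the groups and a mean of at least 5 FPKM.

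For the MYC target sets the running-sum enrichment score (weight 1, fgsea 1.28.0) was computed over the tested genes, ranked by the signal-to-noise measure on FPKM values with a floor of the SD at 0.2 of the mean. It was normalized to 10000 random gene sets of the same size, which also gave a two-sided permutation p-value. The membership of the Hallmark MYC target sets V1 (200 genes) and V2 (58 genes) was written down from general knowledge before the data were examined, since the database release used in the study was not used here. The mean log2(FPKM + 1) over a set was also computed per sample and compared by an exact two-sided permutation test, whose smallest possible p-value with 3 against 3 samples is 0.1. The competitive test camera (limma), which estimates the correlation between genes, was applied to these sets and 12 further lists written at the same time. Marker lists of B cells and of the T-cell receptor complex were written after some of the values had been seen, and 1 B-cell marker is not reported here.

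GC content was taken from the longest GENCODE transcript of each gene, which 99.34% of the tested genes had. For a correction of GC content and length, the deviation of each sample from the gene mean was fitted by loess on both and the fit was subtracted. The labels give the replicate numbers shared by the groups, so a fit with the replicate number as a block was run beside the unpaired one. The gene-level test and the set test were tested on simulated data first. In counts simulated for the 12044 genes, 165 of 200 genes with a 2-fold change were recovered, with 10 other genes called. With nothing changed, 0 genes were called. The alternatives tried were another pseudocount (0.1), no filter on low values, a minimum log2 fold change of 1, the replicate block, leaving out each replicate, ranking by fold change and random sets matched on expression in 10 bins. Chosen after seeing the data were upper-quartile scaling, voom on the recovered reads with and without sample quality weights, the first component of the residuals as a covariate, and the correction for GC content and length. Figures were drawn with matplotlib 3.10.9.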

Results

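Transcript abundance was measured by RNA-seq in 6 libraries labelled Jurkat, 3 treated with PCON and 3 treated with PCM4. The libraries held between 16660429 (PCM4 replicate 2) and 17880667 (PCM4 replicate 1) assigned reads, so depth differed little between samples. Between 11453 and 12051 genes reached 1 FPKM in a library. The chi-square statistic per degree of freedom between the reads of the closest pair, PCON replicates 2 and 3, was 2.45, and that of every other pair lay between 13.4 and 168. These 2 libraries thus differed by more than the sampling noise of independent reads but far less than the others. Reads without molecular identifiers are not independent molecules, so that excess need not be a difference between the samples. The values do not show whether these 2 libraries came from separate cultures. They were counted as 2 replicates because the labels list them so. Mitochondrial genes took 28.7%, 28.2% and 28.4% of the summed FPKM in PCON replicates 1 to 3, and 32.2%, 28.2% and 32.5% in PCM4 replicates 1 to 3.

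The lineage of the cells was examined first, because the comparison is labelled as one in T-lymphocytes. Among 9 genes of the T-cell receptor complex and its signalling, 8 lay below 1 FPKM in every library. CD3D had at most 1 read, CD3G at most 1 read and CD3E between 1 and 8 reads in a library, and only CD247 exceeded the limit (1.89 ± 0.35 FPKM, SD, n = 6). By contrast, 13 of 13 reported B-cell markers were at 1 FPKM or more in every library, and their median lay between 55.8 and 66.9 FPKM. This count leaves out the 1 B-cell marker that is not reported here. CD79A (ENSG00000105369) was at 342 ± 68.3 FPKM and PAX5 (ENSG00000196092) at 28.7 ± 3.58 FPKM (SD, n = 6). The immunoglobulin heavy chain gene IGHM was at 1274 ± 245 FPKM, and the class II gene HLA-DRA at 1033 ± 108 FPKM (SD, n = 6). The libraries are therefore called libraries labelled Jurkat throughout.

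**Figure D1:**
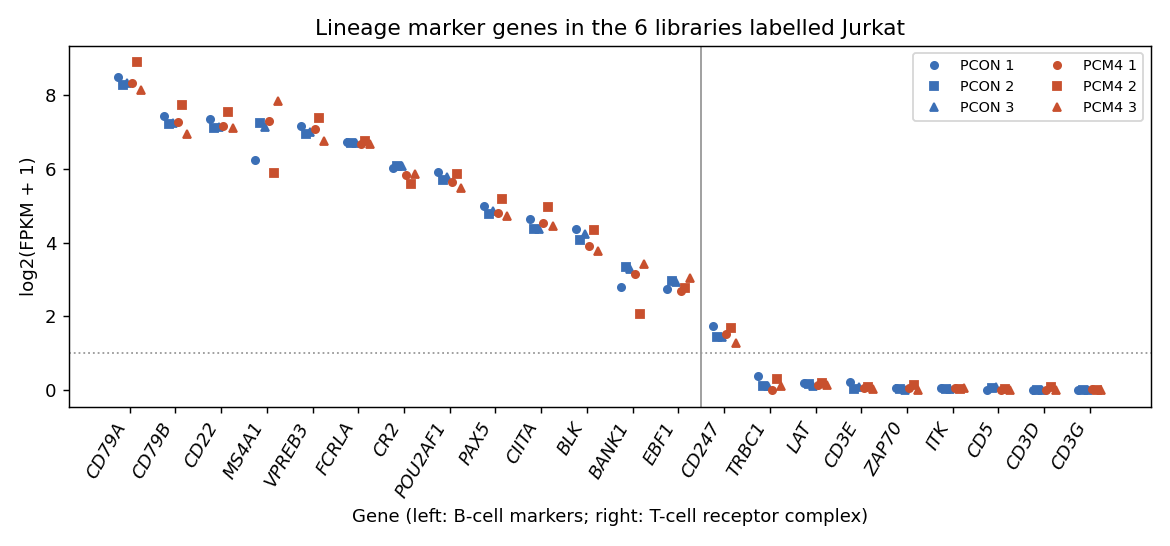
Expression of lineage marker genes as log2(FPKM + 1) (vertical axis) for each gene (horizontal axis) in the 3 PCON (blue) and 3 PCM4 (red) libraries, 1 symbol per library, with the dotted line at 1 FPKM. The 13 reported B-cell markers lie above the line in every library, whereas 8 of the 9 genes of the T-cell receptor complex lie below it.

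Next, the spread between replicates was examined. The first principal component of log2(FPKM + 1) held 73.2% of the variance and did not follow the treatment. PCON replicate 1 (24.1) and PCM4 replicate 2 (52.1) had positive scores, and the other 4 libraries had scores from -32.6 to -12.1. The second component held 9.68% of the variance and separated PCON (-10.8 to -9.07) from PCM4 (6.76 to 14.9). Across genes, the deviation of a library from the gene mean followed GC content, with Spearman's rho of 0.69 in PCON replicate 1 and 0.81 in PCM4 replicate 2, and of -0.61, -0.47, -0.49 and -0.78 in PCON replicates 2 and 3 and PCM4 replicates 1 and 3. These are correlations across 11964 genes, which are not independent replicates. The labels give no sequencing batch or date.

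**Figure D2:**
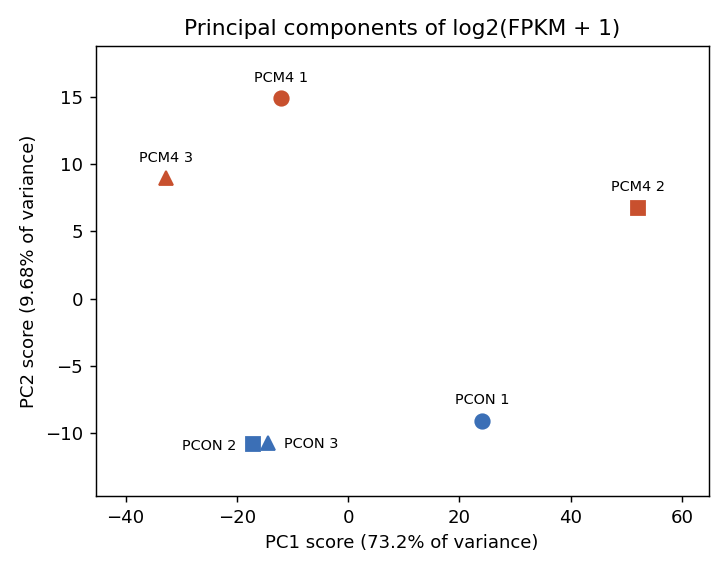
Scores of the 6 libraries on the first (horizontal, 73.2% of the variance) and second (vertical, 9.68%) principal component of log2(FPKM + 1) over the tested genes, with PCON in blue and PCM4 in red. PCON replicate 1 and PCM4 replicate 2 stand apart on the first component, and the groups part on the second.

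**Figure D3:**
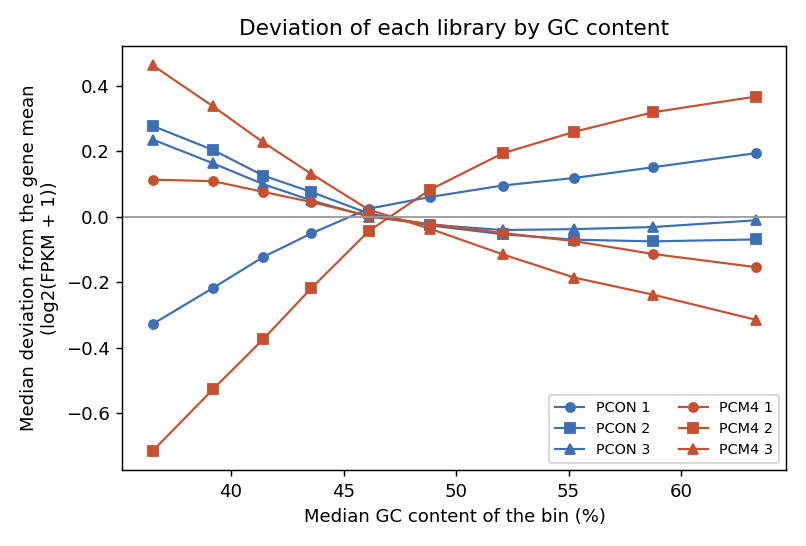
Median deviation of each library from the gene mean, in log2(FPKM + 1) (vertical axis), against the median GC content in percent of 10 bins of genes (horizontal axis), with 1 line per library. In the bin of lowest GC content the deviation was -0.33 in PCON replicate 1 and -0.72 in PCM4 replicate 2, but between 0.11 and 0.46 in the other 4 libraries.

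To determine whether PCM4 changed the transcription of single genes, the 12044 genes were tested between PCM4 and PCON. With limma and Benjamini-Hochberg adjustment, 0 genes were higher and 0 genes were lower in PCM4 at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.669. At an unadjusted p-value under 0.05 there were 138 higher and 159 lower genes, 297 in all, where chance alone gives 602. The median log2 fold change of all tested genes was -0.045. No gene met the rule for further named genes. The spread between replicates limited this test. When a 2-fold change was added to 200 genes in the measured PCM4 values, 0 of them were recovered, whereas 165 were recovered in simulated counts of the same design. A change of this size in a single gene was therefore not detectable in these libraries by this test. The alternative that moved the counts most, voom with sample quality weights, called 120 genes higher and 228 lower, with a weight of 4.17 on PCM4 replicate 1 against 0.10 on PCM4 replicate 2. With the replicate number as a block, 0 genes were higher and 0 lower (155 at an unadjusted p-value under 0.05). The residuals of libraries with the same number correlated with a mean r of -0.21, and those with different numbers with a mean r of 0.14. After correction for GC content and length these means were -0.12 and 0.071. Residuals sum to 0 within a group, so the means tend to opposite signs, and the highest value, 0.60 after the correction, was still that of PCON replicate 1 with PCM4 replicate 2. No pairing by number was seen, but the replicates numbered 3 correlated at 0.35.

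To evaluate whether PCM4 lowered the MYC transcriptional program, the Hallmark MYC target sets were examined. Of the V1 set 196 of 200 genes were tested. The mean log2(FPKM + 1) over the V1 set was 5.70 ± 0.068 in PCON and 5.68 ± 0.14 in PCM4 (SD, n = 3 each), a difference of -0.024 that was smaller than the spread between replicates (exact two-sided permutation p = 1). The normalized enrichment score of V1 was 1.03, with a two-sided permutation p of 0.187 from 10000 random gene sets. In the V1 set 55.6% of the genes had a lower mean in PCM4, compared with 62.9% of all tested genes. Leaving out PCM4 replicate 1 moved the V1 score most, to -0.62. Without PCM4 replicate 2, the library that deviated most with GC content, it was 1.42, toward higher expression in PCM4 (permutation p = 0.00080).

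Of the V2 set 56 of 58 genes were tested. The mean over the V2 set was 4.53 ± 0.016 in PCON and 4.58 ± 0.068 in PCM4 (SD, n = 3 each), a difference of 0.048 with an exact two-sided permutation p of 0.4. After correction for GC content and length the difference was 0.075, with every PCM4 library above every PCON library (exact two-sided permutation p = 0.1), while the median log2 fold change of all tested genes moved from -0.045 to -0.0058. The normalized enrichment score of V2 was 1.73, toward higher expression in PCM4, with a permutation p of 0.0030 from random gene sets (Benjamini-Hochberg adjusted 0.0060 over the 2 sets). Random gene sets take genes as independent. When limma's camera estimated the correlation between genes, the p-value was 0.373 for V1 and 0.204 for V2 (adjusted 0.474 and 0.318 over 14 lists). Without PCM4 replicate 2 the V2 score was 1.01 (permutation p = 0.245). Between the same-numbered libraries, as a replicate block, the V1 difference was 0.15, -0.23 and 0.011 (mean -0.024, SD 0.19, exact sign-flip p = 1) and the V2 difference was 0.025, 0.13 and -0.0070 (mean 0.048, SD 0.070, exact sign-flip p = 0.5), where 0.25 is the smallest p-value possible. Among the 2 libraries whose deviation rose with GC content, 1 of each group, the V1 difference was -0.11 and the V2 difference 0.099. Among the other 4 libraries, 2 of each group, the V1 difference was 0.019 and the V2 difference 0.023, so the direction of the V1 difference did not hold within both. In the unpaired limma fit no tested gene of either set had an adjusted p-value under 0.05. Voom with sample quality weights called 4 genes higher and 2 lower in V1, and 2 higher and 1 lower in V2. A lowering by 0.3 on the log2 scale added to the measured PCM4 values of these genes gave scores of -3.10 for V1 and -2.31 for V2. Every gene of a set was lowered by the same amount, and no other lowering was tried in these values. These scores too rest on random gene sets. Other divisions of the 6 libraries into 3 and 3 gave scores of up to 1.63 in size for V1 and 2.17 for V2.

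**Figure D4:**
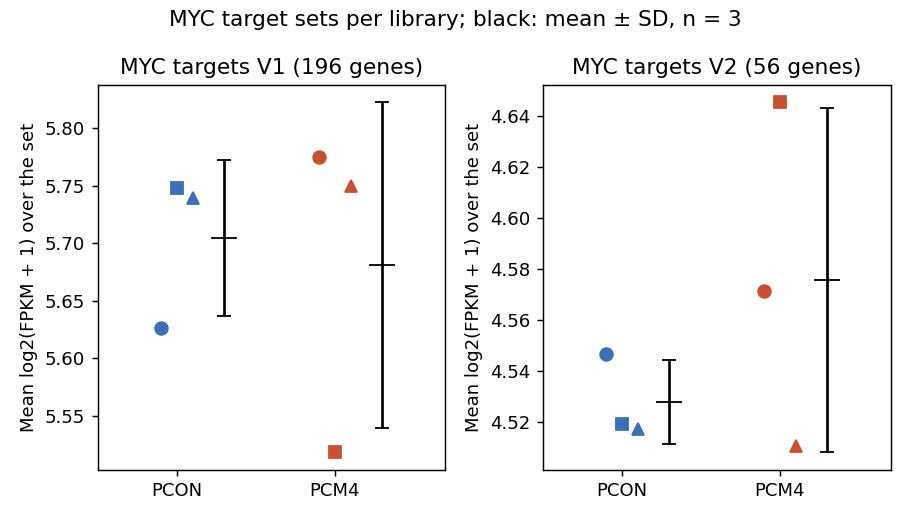
Mean log2(FPKM + 1) over the 196 tested V1 genes (left) and the 56 tested V2 genes (right) in each library (vertical axes, which do not start at 0), with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean ± SD (n = 3). The PCON and PCM4 values as deposited overlap in both sets, with differences of -0.024 (V1) and 0.048 (V2).

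The genes of the TRIB3, UBE3B and MYC pathway were then compared. MYC (ENSG00000136997; GRCh38 chromosome 8, 127735434 to 127741434, plus strand) was at 49.1 ± 4.01 FPKM in PCON and 45.3 ± 6.37 FPKM in PCM4 (SD, n = 3 each), backed by 2039 to 2720 reads per library. Its log2 fold change was -0.12 (SE 0.14, limma adjusted p = 1.00), less than its standard error. This difference was -0.032 among the 2 libraries rising with GC content and -0.16 among the other 4. TRIB3 (ENSG00000101255; chromosome 20, 362835 to 397559, plus strand) was at 6.26 ± 0.80 FPKM in PCON and 6.001 ± 1.19 FPKM in PCM4, a log2 fold change of -0.059 (SE 0.16). UBE3B (ENSG00000151148; chromosome 12, 109477402 to 109536705, plus strand) was at 3.86 ± 0.49 and 3.84 ± 0.37 FPKM, a log2 fold change of -0.0021 (SE 0.13) whose sign changed under other settings. CDC34 and MAX had log2 fold changes of -0.088 (SE 0.21) and -0.048 (SE 0.12).

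Of the MYC target genes measured in the study, TFAP4, CCNE2 and CCNA2 had log2 fold changes of -0.060 (SE 0.18), -0.16 (SE 0.36) and -0.18 (SE 0.21), and PLD6 one of 0.18 (SE 0.15). CCNA2 (ENSG00000145386; chromosome 4, 121816444 to 121823933, minus strand) was at 43.8 ± 3.98 FPKM in PCON and 39.2 ± 9.50 FPKM in PCM4 (SD, n = 3 each). Its lowest value, 28.3 FPKM, was that of PCM4 replicate 2. In limma with Benjamini-Hochberg adjustment each of these genes had an adjusted p-value of 1.00. CCNA1, with at most 10 reads, and CCND1, with at most 3 reads in a library, were below the filter and were not tested.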

Values the study reported

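The study reported a KD of 76.4 nM for the binding of CM4 to TRIB3. Its gene set enrichment compared PCON (n = 3) with PCM4 (n = 3). For the MYC reporter activity of Raji cells given PCON or PCM4, the study gave a P value of 0.0058.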

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

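The count of genes with an adjusted p-value under 0.05 stayed at 0 in both directions with a pseudocount of 0.1 (320 genes at an unadjusted p-value under 0.05), the replicate block (155 unadjusted), the replicate block with correction for GC content and length (803 unadjusted), upper-quartile scaling (278 unadjusted) and voom on the recovered reads without weights (246 unadjusted). It was also 0 to 0 in each direction across the 6 fits that each left out 1 replicate, in which 164 to 1423 genes had an unadjusted p-value under 0.05. A minimum log2 fold change of 1 can only take genes away, so its 0 shows nothing. Without a filter on low values 1 gene was higher and 1 lower, and the cause was not tested. Calls were given by 4 settings chosen after seeing the data. Voom with sample quality weights called 120 genes higher and 228 lower. The residual component as a covariate called 6 higher and 1 lower. Correction for GC content and length called 2 higher and 0 lower, and that correction with a residual component called 7 higher and 0 lower. Tests of the calls in these 4 settings are given with the other observations.

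The V1 score kept its side of 0.05 with no filter, ranking by fold change, random sets matched on expression and correction for GC content and length. Under upper-quartile scaling it was 1.28 (permutation p = 0.040), for which the cause was not tested. The V1 mean log2 change was 0.014 after correction for GC content and length, against -0.024 as deposited, and the V2 mean change was 0.075 against 0.048. The same correction moved the median log2 fold change of all tested genes from -0.045 to -0.0058, and upper-quartile scaling moved it to -0.025. The changed sign of V1 and the rise of V2 thus came with an upward shift of all genes that was at least as large, and do not show a change of these sets of their own. The V2 score stayed positive with a permutation p under 0.05 in the same 5 settings. Across the 6 fits that each left out 1 replicate, the V1 score ranged from -0.62 to 1.42 (permutation p = 0.00080 at 1.42, without PCM4 replicate 2), the V2 score from 1.01 to 2.26, the V1 mean change from -0.071 to 0.058 and the V2 mean change from 0.013 to 0.081.

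Among single genes, 90 values were computed under the other alternatives and none passed the threshold. By construction 27 of them repeat the reported estimate (no filter, replicate block, residual component), and the 3 settings with the correction for GC content and length share 1 estimate per gene. Of the 45 distinct other estimates, 43 kept their direction and 2 reversed, both of UBE3B, at 0.017 under upper-quartile scaling and 0.0067 with the correction for GC content and length. Of 54 values with 1 replicate left out, 13 reversed. The ranges were -0.19 to 0.030 for TRIB3, -0.060 to 0.080 for UBE3B, -0.29 to 0.086 for CDC34, -0.088 to 0.016 for MAX, -0.23 to 0.037 for TFAP4, -0.41 to 0.19 for CCNE2 and -0.31 to 0.031 for CCNA2. MYC kept its sign, from -0.23 to -0.045, as did PLD6, from 0.091 to 0.27.

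The alternatives written for deposited read counts were not run: DESeq2, upper-quartile and library-size normalization of counts in edgeR, a filter on the mean count and another prior count. The reads recovered from the FPKM values entered a test for differences between the groups in voom alone, since the gene length behind them was that of GENCODE for 3715 of the 12044 tested genes and was inferred for the others. Depth limits CCNA1 and CCND1, whose reads were too few for a comparison.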

Other observations

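Of the tests below, those of depth, of mitochondrial genes and of upper-quartile scaling for the gene lists were chosen before their results were seen. The others were chosen after the patterns they address had been seen.

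The study reported lower expression of MYC target genes after PCM4 treatment, a direction that was not seen beyond the spread between replicates in either set here. The membership of the sets, the version of the enrichment software and the files used may each differ. The study also based its claim on qRT-PCR of MYC target genes. In its spike-in-normalized ChIP-sequencing, PCM4 lowered RNA polymerase II at promoters. Neither was tested here. FPKM values are shares of a library, so a lowering of all transcripts would not be seen in them. As a check on grouping, the 6 libraries were split in the other ways that also part the 3 same-numbered pairs, which leaves 4 splits with the real one. The real split gave 0 genes with an adjusted p-value under 0.05, so 4 of 4 splits necessarily gave at least as many and that count shows nothing. At an unadjusted p-value under 0.05, 2 of 4 splits gave at least the 297 genes of the real one. A V1 score as large in size was given by 3 of 4 splits, and a V2 score as large by 2 of 4. Over all 10 splits of the libraries into 3 and 3, 4 gave at least as many genes at an unadjusted p-value under 0.05, 7 a V1 score as large and 4 a V2 score as large. The other 6 splits part 1 same-numbered pair. With so few splits no share under 0.05 is possible, so the positive V2 score cannot be told apart from a chance division of the libraries.

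A candidate explanation for the marker genes is that the libraries came from cells of the B lineage and that the label Jurkat is wrong. The marker lists were written after values had been seen, so the markers prompted this explanation and do not test it. The T-cell list written before the data were examined has 10 other genes among those listed, and 4 of them reached 1 FPKM in all 6 libraries: CD28 (18.4 ± 1.91 FPKM), LCK (7.95 ± 1.27), RAG2 (2.30 ± 0.41) and PTPRC (41.1 ± 7.52, SD, n = 6), while the other 6, among them GATA3 (0 FPKM in every library) and TCF7 (at most 0.083 FPKM), stayed below it. These values had been seen as well, and no threshold was set beforehand. Of a mixture with T cells the CD3 genes would be a sign, and their highest value in any library was 0.167 FPKM, at most 8 reads, which goes against an appreciable share of T cells with the T-cell receptor. A wrong label remains as the candidate explanation. The study also used B-lineage lines such as Raji, but which line these libraries came from was not tested. The pattern was alike in both groups, and no biological explanation was tested. If it holds, the comparison of PCM4 with PCON was one in B-lineage cells.

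The separation of PCON replicate 1 and PCM4 replicate 2 from the other 4 libraries may be of technical origin. The gene loadings of the first component correlated with GC content with an absolute Spearman's rho of 0.840, and with gene length with one of 0.153. After correction for both, the first component still held 51.6% of the variance, compared with 73.2% before, so GC content as modelled leaves part of the pattern unexplained. Drawing all libraries down to the smallest total left its share at 72.9%, and leaving out all tested mitochondrial genes left it at 72.8%. The totals differ so little, and so few genes were left out, that neither step had much room to move it, so these tests decide little. Swapped labels would have mixed the groups on the second component, where a gap of 15.8 lay between PCON and PCM4. GC-dependent loss or gain of fragments during library preparation remains as a candidate explanation. No biological explanation was tested, since each group holds 1 such library.

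Among the 14 gene lists, that of XBP1 and ATF6 targets in the unfolded protein response was higher in PCM4 by 0.23 on the log2 scale. It was higher in 3 of 3 PCM4 libraries than in any PCON library (exact two-sided permutation p = 0.1, the smallest possible), 16 of its 18 genes had a higher mean, and limma's camera gave a p-value of 0.0020 (adjusted 0.028 over 14 lists). The difference was 0.27 after correction for GC content and length, 0.25 under upper-quartile scaling and 0.25 without the mitochondrial genes. The correction also moved the median log2 fold change of all tested genes from -0.045 to -0.0058, and upper-quartile scaling moved it to -0.025. The small rises of this list thus came with a shift of all genes. Rescaling of whole libraries had little room to reverse the difference. It was 0.21 among the 2 libraries rising with GC content and 0.24 among the other 4. Of the 4 splits that part the same-numbered pairs, 1 gave a difference as large, the real one, and this was also so among all 10 splits. The largest difference in any other split was 0.12. Each other split mixes the separated groups, so its smaller difference follows from the separation. With 4 splits the smallest possible share is 0.25, and with 10 it is 0.1, so the splits were unable to exclude a chance division. The correlation between genes that camera estimated for this list was negative (-0.039) and was taken as 0, so its p-value treats the genes as independent and is no safeguard against that. The SD of the list mean was 0.025 in PCON and 0.041 in PCM4 (n = 3 each), well below the difference of 0.23. The difference was thus larger than the spread between libraries labelled as replicates. That spread may be understated, because PCON replicates 2 and 3 were far closer to each other than any other pair. A chance division of the libraries was therefore not excluded. Raised expression of these genes by the PCM4 peptide remains a hypothesis.

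The list of DNA replication genes showed the opposite direction, with a difference of -0.16. It was lower in 3 of 3 PCM4 libraries than in any PCON library (exact two-sided permutation p = 0.1), with a lower mean in 29 of 32 genes. With limma's camera the p-value was 0.0072, and the adjusted value over 14 lists, 0.0502, did not pass 0.05. The correlation estimated for this list was also negative (-0.023), so this p-value too treats the genes as independent. The difference was -0.14 after correction for GC content and length, -0.14 under upper-quartile scaling and -0.15 without the mitochondrial genes. As for the previous list, the rescaling steps had little room to reverse it. It was -0.19 among the 2 libraries rising with GC content and -0.15 among the other 4. Of the 4 splits 1 gave a difference as large, the real one, and 1 of all 10. The SD of the list mean was 0.0052 in PCON and 0.021 in PCM4 (n = 3 each), far below the size of the difference. The closeness of PCON replicates 2 and 3 may again understate the spread. The largest difference in any other split was 0.067 in size, which again follows from the separation. The difference was thus larger than the spread between libraries labelled as replicates, but a chance division was not excluded. A slower entry into DNA synthesis with PCM4 is a candidate explanation. The mitotic list, with a lower mean in 30 of 30 genes, had a difference of -0.19 but overlapped between the groups (exact two-sided permutation p = 0.6). The immediate-early list, higher by 0.21 (10 of 15 genes), overlapped as well (exact p = 0.2, camera p = 0.160, adjusted 0.312). It separated after correction for GC content and length, with a difference of 0.23. The list of mitochondrial genes, higher by 0.19 (13 of 13 genes), also overlapped (exact p = 0.4, camera p = 0.044, adjusted 0.123). Complete separation of the groups as deposited was not limited to the unfolded protein response and DNA replication lists. Cholesterol synthesis was higher in PCM4 by 0.12 (19 of 22 genes, camera p = 0.011, adjusted 0.0502), hypoxia and glycolysis by 0.077 (11 of 16 genes, camera p = 0.023, adjusted 0.081), and the 5 tested genes of the T-cell list had a difference of -0.089 (camera p = 0.439, adjusted 0.512), each with an exact two-sided permutation p of 0.1. The correlation was negative for these lists too (-0.020, -0.030 and -0.20), so their camera p-values also treat the genes as independent. The directions of these lists, and that of the mitotic list set by PCM4 replicate 2, held under upper-quartile scaling and without the mitochondrial genes. Both settings moved the lists by nearly the same small amount, so they had little room to reverse a direction. The directions also held after correction for GC content and length, although the T-cell list overlapped after it.

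The genes called in the fits chosen after seeing the data rest on weak ground. Sample quality weights put 85.6% of the PCM4 weight on PCM4 replicate 1, so these calls may describe that library, and 3 of 4 splits gave as many genes. With the residual component as a covariate 3 of 4 splits gave as many, and in the test with known changes that fit recovered 152 of 200 changed genes, where the unpaired fit recovered 0, but also called 149 unchanged genes. The 4 splits that put PCON replicate 1 and PCM4 replicate 2 on the same side, along the GC-related axis, gave 1266 to 4875 genes in that fit, against 7 for the real split. After correction for GC content and length, 1 of 4 splits, the real one, gave as many, and so did 1 of all 10. Every other split gave 0 calls there. With the residual component added 2 of 4 splits gave as many. The 2 genes called after correction for GC content and length alone were PTPN6 and CCL4L2. Both were also called with sample quality weights and in both fits with a residual component. With the replicate number as a block, the same correction called 0 genes. PTPN6 was at 36.4, 30.4 and 31.3 FPKM in PCON and 54.5, 76.7 and 48.7 FPKM in PCM4. CCL4L2 was at 18.7, 15.3 and 15.6 FPKM in PCON and 33.9, 39.9 and 32.5 FPKM in PCM4, and as it has near-identical copies its reads are uncertain. EGR1 and EGR2 were called in both fits with a residual component and with sample quality weights. They were also higher in 3 of 3 PCM4 libraries than in any PCON library. EGR1 was at 16.3, 20.3 and 15.4 FPKM in PCM4 against 11.8, 10.1 and 10.3 FPKM in PCON. An effect of PCM4 on these genes is a hypothesis that the splits cannot tell from chance.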
